A study of Homo sapiens with 4 samples. Its data were reported in "Rb-driven transcription limits its tumour-suppressive effects in breast cancer" (2026).

How the data were processed

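Oestrogen receptor (ER) occupancy was mapped by CUT&RUN in MCF7, an ER-positive line of human breast cancer cells. In this assay an antibody bound in intact, uncrosslinked nuclei directs a nuclease to the DNA around its target, and the released fragments are sequenced. The 4 deposited peak lists came from 1 library each. They were an ER library from parental cells given vehicle (DMSO), an ER library from parental cells given 500 nM abemaciclib, a rabbit IgG library from parental cells given DMSO as negative control, and an H3K4me3 library from RB knockout cells given abemaciclib as positive control. Treatment lasted 2 days. Groups were taken from the sample titles. The genotype label of the H3K4me3 sample names the cell line only, and its title alone gives the knockout.

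Before deposit, the authors trimmed adapters with BBDuk and aligned the paired reads to hg38 with Bowtie2 2.3.4.1. Reads in blacklisted regions and mitochondrial reads were removed, and duplicate reads were kept. The authors called peaks on each library separately with MACS2 2.2.7.1 in paired-end mode at a q-value of 0.05, with matched IgG reads as control, so no list pools several libraries. The submitters' processing notes also name deepTools 3.5.0 and DiffBind. The study names broad calling for H3K4me3, whereas the deposited H3K4me3 list has a summit for each peak and the narrow layout. The control used to call peaks in the IgG library itself is not given in the sources used here, nor is it stated whether the abemaciclib library had an IgG library of its own. Each deposited row holds a peak's position, its fold enrichment over the control (a linear ratio), its −log10 p-value and −log10 q-value, a score derived from the q-value, and the summit offset, all as the authors' peak caller gave them. The deposited score was not used. Fold and p-value served only to describe, rank or filter peaks within their own list, because they depend on the depth and control of each library. Kept duplicates can raise the fold of peaks that rest on few original fragments.

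The lists give no read totals, and the study gives only a common range of sequenced clusters for its CUT&RUN libraries, so the depth of each library, and any difference between them within that range, is unknown. Precision was therefore stated from the number of peaks. Each share has an exact (Clopper-Pearson) 95% binomial interval, which covers counting error only and not the variation between cultures. There were no replicates, so no test between libraries was run and no p-value was computed. A difference between the lists compares 2 libraries, not the conditions. No batch labels were given.

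Peaks on chromosomes 1 to 22, X and Y were analysed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and pysam 0.24.0, and the genome was indexed with samtools 1.23.1. No list held overlapping peaks, so merging left every count as it was. A peak was shared when at least 1 bp overlapped a peak of the other ER list. The same overlap was counted over 100 random placements of the other list within its chromosomes. Annotation used GENCODE 44 on hg38, the build of the deposited positions. A peak was a promoter peak when it overlapped the interval from 2000 bp upstream to 500 bp downstream of an annotated transcription start site (TSS), the study's definition. Other peaks were assigned by midpoint to coding exon, untranslated region (UTR), exon of a non-coding transcript, intron or intergenic sequence. Positions are given 1-based.

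A protein-coding gene counted as near a peak when a peak lay within 100 kb of any of its TSSs, the distance the study used. The share of a gene list near a peak was placed among 10000 random lists of the same size, drawn from 20033 protein-coding genes matched, in 10 equal bins, on the distance between neighbouring TSSs. The resulting percentile describes these libraries and is no test. The lists covered oestrogen response, E2F and cell cycle, luminal identity, basal and mesenchymal markers, interferon response, TNF, NF-kB and AP-1 genes, ribosomal proteins, genes of other tissues, and 28 named loci. The lists were written by hand from textbook knowledge and are not the Hallmark gene sets that the study used. All symbols were found, 3 of them through older symbols, and 2 duplicates were counted once. Transcription factor consensus sequences were searched within 100 bp of each summit on both strands. Windows of the same size 2000 bp to each side, and the consensus read backwards, served as background. The ER element (ERE) was GGTCANNNTGACC with at most 1 mismatch.

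The genes and peaks named in the text followed a rule. It took every named locus, the 10 shared peaks of highest fold in each ER list, the 5 peaks of highest fold in each ER list with no overlap in the other ER list or in IgG, and from each gene list the 4 genes whose nearest ER peak had the highest fold in the DMSO list. The rule, the gene lists, the motifs and most settings to vary were fixed before the data were examined. Alternatives covered stricter q-values of 0.01 and 0.001, other overlap and promoter definitions, equal list lengths, other gene distances, other motif windows and mismatches, and removal of peaks over IgG. On simulated data, the overlap recovered 600 of 600 planted overlaps with 0 wrong calls, and the motif scan recovered 300 of 300 planted elements with 0 wrong calls. The simulated motif windows held a single repeated base around the planted elements, so false matches could not arise there. Of 200 random lists of 182 genes with no added link, 3 lay above the percentile of 97.5. With 15 points more linked genes, 194 of 200 did. The simulated links were independent between genes, whereas neighbouring genes can share a peak in the data, so the check does not cover that dependence.

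For the closing section, sequence around the summits of ER peaks was compared with BLAST 2.17.0. Peaks whose windows of 150 bp to each side aligned over at least 100 bp at 80% identity or more were joined into families, and families of at least 10 peaks were kept. Figures were drawn with matplotlib 3.10.9.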

Results

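ER CUT&RUN was carried out in MCF7 cells after 2 days of DMSO or 500 nM abemaciclib, an inhibitor of the cell cycle kinases CDK4 and CDK6 that keeps the retinoblastoma protein (Rb) active. The study asked whether Rb that settles on chromatin under this drug meets ER at oestrogen-responsive genes. The ER lists show where ER signal was called under each treatment. IgG gives the background of the assay, and H3K4me3, a histone mark of active promoters, is the positive control. Each group had 1 library, with no replicates, and the depth of each library is not given beyond a range common to the study.

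ER peaks were called in both treatments in similar numbers, and almost none were called with IgG on the main chromosomes. The DMSO list held 4183 peaks and the abemaciclib list 3747. IgG gave 38 peaks and H3K4me3 gave 21180. The median ER peak was 337 bp wide with DMSO and 367 bp with abemaciclib, whereas the median H3K4me3 peak spanned 1016 bp. A further 128, 87, 273 and 195 peaks of the DMSO, abemaciclib, IgG and H3K4me3 lists lay on other contigs, which made up 87.8% of the IgG list. The authors' fold enrichment reached 115 in the DMSO list and 109 in the abemaciclib list, with medians of 5.97 and 6.29.

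The strongest ER peaks were found under both treatments. First in both lists was an intergenic site at chromosome 8, 115866888 to 115867997, 57770 bp upstream of TRPS1, which encodes a GATA-type repressor of luminal breast cells. Its fold was 115 with DMSO and 109 with abemaciclib. The promoter of EBAG9, a gene first described through an ER binding site, carried a peak at chromosome 8, 109539545 to 109540583, with a fold of 57.5 in the DMSO list and 63.0 in the abemaciclib list. An intron peak nearest to EPS15L1, an endocytosis adaptor, lay at chromosome 19, 16463737 to 16464449, with folds of 63.1 in the DMSO list and 58.9 in the abemaciclib list. An intergenic peak nearest to GNGT2, a G protein subunit, was also in the first 10 of both lists. So were the promoter peak of ANKRD17 and a peak 403012 bp downstream of MYC, the growth-promoting transcription factor, that carried an ERE. The DMSO list added the promoters of STARD10, a lipid transfer protein, NDUFA11, a subunit of respiratory complex I, PPP6R3, a phosphatase regulator, and SEPTIN9, a cytoskeletal GTPase. The abemaciclib list added the promoter of RBM20, a splicing factor, and sites nearest to ZNF692, OR4D9 and PPIAL4H. Among the first 10 of the DMSO list, only the STARD10 and MYC peaks carried an ERE. In the abemaciclib list only the MYC peak did. All the others, the EBAG9 peak among them, lay over H3K4me3 peaks.

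Of the DMSO peaks, 2150 of 4183 (51.4%, 95% interval 49.9 to 52.9) overlapped an abemaciclib peak. Of the abemaciclib peaks, 2142 of 3747 (57.2%, 55.6 to 58.8) overlapped a DMSO peak. Randomly placed lists gave medians of 0.120% and 0.160%. Chance overlap is higher at active promoters than across the genome, so the overlap was also counted within H3K4me3 peaks, a check chosen after seeing the data. Of 21180 H3K4me3 peaks, 2579 held a DMSO ER peak, 1996 an abemaciclib ER peak and 1385 both, where independent lists would give 243. Sharing went with peak strength. In the lowest quintile of fold, 25.1% (22.2 to 28.2) of DMSO peaks and 38.6% (35.1 to 42.2) of abemaciclib peaks were shared. In the highest quintile these shares were 92.1% (90.1 to 93.8) and 91.5% (89.2 to 93.4). The median fold of shared and unshared peaks was 7.50 and 5.02 in the DMSO list and 7.55 and 5.66 in the abemaciclib list.

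**Figure D1:**
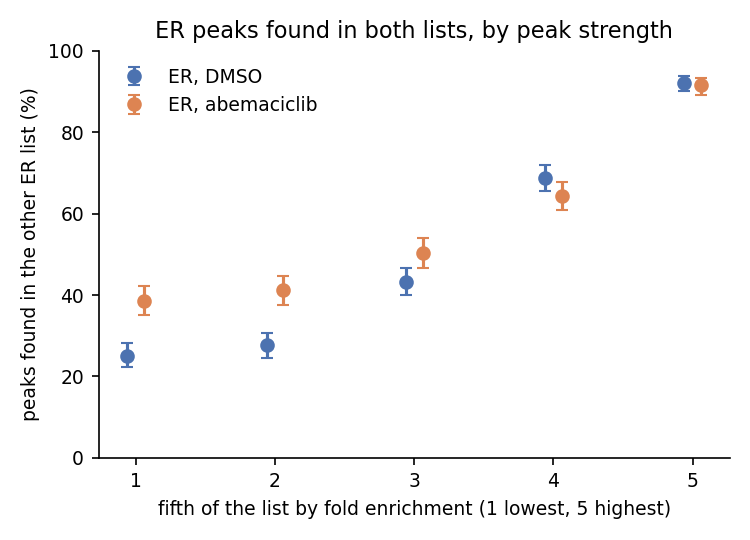
Share of ER peaks with an overlapping peak in the other ER list (%, vertical axis) for each quintile of the authors' fold enrichment within the list (horizontal axis, 1 lowest and 5 highest). Points are the DMSO and abemaciclib lists and bars are exact 95% binomial intervals; the share reaches 92.1% and 91.5% in the highest quintile.

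Peaks found under 1 treatment only were weaker. The strongest in the DMSO list lay at the promoter of ZFYVE21 on chromosome 14, 103715218 to 103716145, with a fold of 15.6. It was followed by an intron peak nearest to DOP1B with 13.1, the promoter of CCM2, a vascular scaffold protein, with 12.8, an intron peak nearest to MYO10, an unconventional myosin, with 12.6, and an intergenic site 202964 bp from SNX13, a sorting nexin, with 12.5. In the abemaciclib list the strongest lay 22716 bp from DHRS2, an oestrogen-responsive reductase, on chromosome 14, 23665493 to 23666029, with a fold of 17.5. Next came introns nearest to TNIK, a protein kinase, with 17, CCDC3 with 14.6 and PHLDA1 with 14.2. The promoter of SERPINA3, a secreted protease inhibitor, had a fold of 13.8. An ERE lay at the CCDC3 summit only among these 10.

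Both ER lists were rich in promoters, and the DMSO list more so than the abemaciclib list. Promoters held 2431 of 4183 DMSO peaks (58.1%, 56.6 to 59.6) and 1751 of 3747 abemaciclib peaks (46.7%, 45.1 to 48.3), while promoter intervals cover 8.35% of the main chromosomes. Introns held 22.7% (21.4 to 24.0) and 31.0% (29.5 to 32.5), and intergenic sequence held 16.5% (15.4 to 17.7) and 20% (18.7 to 21.3). In the H3K4me3 list 73.4% (72.8 to 74.0) were promoter peaks, and in the IgG list 12 of 38 were (31.6%, 17.5 to 48.7). Shared peaks overlap between the lists by at least 1 bp, so their promoter shares were bound to be close. Of them 54.4% (52.3 to 56.5) lay at promoters as called in the DMSO list and 54.8% (52.7 to 56.9) as called in the abemaciclib list. The difference between the lists therefore lies in the unshared peaks, with 62% (59.9 to 64.1) at promoters in the DMSO list and 36% (33.6 to 38.4) in the abemaciclib list. With 1 library each, this difference compares 2 libraries and has no replicate check.

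**Figure D2:**
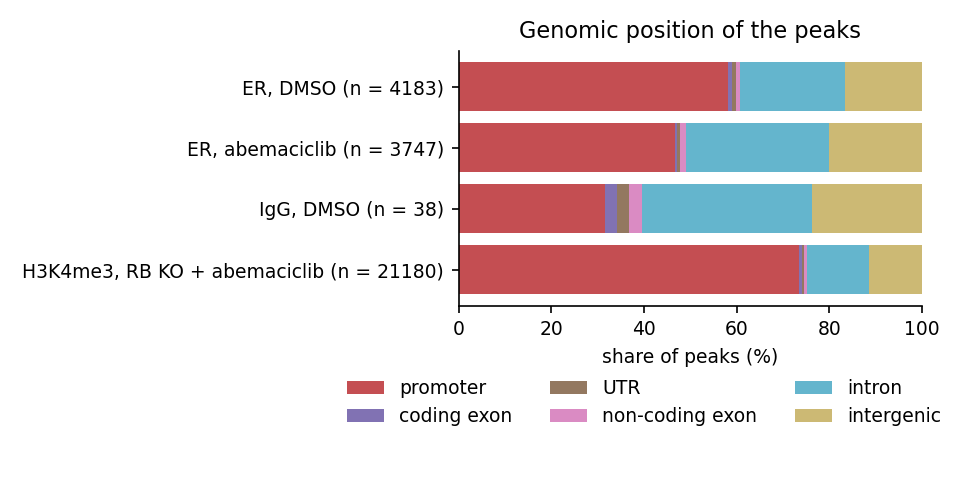
Share of peaks (%, horizontal axis) by genomic position for the 4 lists, with the number of peaks beside each name. Promoters take 58.1% of the DMSO ER list, 46.7% of the abemaciclib ER list, 31.6% of the IgG list and 73.4% of the H3K4me3 list.

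Genes of the oestrogen response lay near ER peaks under both treatments far more often than random genes. Of 182 such genes, 129 (70.9%, 63.7 to 77.4) had a DMSO ER peak within 100 kb and 130 (71.4%, 64.3 to 77.9) had an abemaciclib ER peak. Matched random lists had medians of 40.1% and 36.3%, and none of 10000 reached the observed share in either list. Both treatments had a peak near 112 of these genes, DMSO alone near 17 and abemaciclib alone near 18. Strong examples were SYBU, a syntaphilin-like transport protein whose nearest peak is the one at the EBAG9 promoter, MLPH and RAB17, a melanosome transport adaptor and a small GTPase that share an intergenic peak on chromosome 2, 237558823 to 237559496, with a fold of 29.8, and MREG, with an intron peak 30528 bp from its TSS and a fold of 25.6. IgG had no peak near any of the 182 genes, which says little, since its 38 peaks lay near 0.464% of all protein-coding genes and random lists also had a median of 0. H3K4me3 had a peak near all 182, where random lists had a median of 89.6% and none of 10000 reached 100%. The list thus lies near active promoters in general, which the random lists, matched on TSS spacing, do not allow for. The ratio to random lists was 1.77 for DMSO and 1.97 for abemaciclib, and reached 2.97 and 2.91 with non-promoter peaks alone.

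Luminal identity genes gave a similar picture, though this list is not independent of the oestrogen response list, since MLPH is in both. A DMSO peak lay near 26 of 34 (76.5%, 58.8 to 89.3) and an abemaciclib peak near 24 (70.6%, 52.5 to 84.9), and no random list reached these shares. H3K4me3 peaks lay near all 34, where random lists had a median of 88.2% (percentile 99.4), so this list too lies near active promoters in general. Besides TRPS1 and MLPH, the leading members were CLDN3, a tight junction protein with a peak 27238 bp away and a fold of 12.2, and XBP1, a transcription factor of the unfolded protein response with a fold of 11.3. Basal and mesenchymal genes, markers of other cell types of the breast, were near a peak in 8 of 32 cases (25%, 11.5 to 43.4) under each treatment, at percentiles of 7.54 and 13.6. Their leading peaks lay near CNN1, a smooth muscle protein, and near KRT14 and KRT17, basal keratins, whose shared site at chromosome 17, 41535856 to 41536416, is close to the luminal keratin KRT19. The peak at VIM, a mesenchymal filament protein, was in the DMSO list only.

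Among the remaining lists, E2F and cell cycle genes were near a DMSO peak in 42 of 80 cases (52.5%, 41.0 to 63.8) and near an abemaciclib peak in 37 (46.3%, 35.0 to 57.8), at percentiles of 87.7 and 83.0. The leading members were TMPO, a nuclear envelope protein, AURKB, a mitotic kinase, CDC6, a replication licensing factor, and POLD1, a DNA polymerase subunit, each with a peak more than 10 kb from its own TSS. The CDC6 peak is the one at the RARA promoter. Ribosomal protein genes, a set of active promoters, were led by RPS19, RPL23, RPL7 and RPS25. A DMSO peak lay near 28 of 40 (70%) and an abemaciclib peak near 23 (57.5%), at percentiles of 99.5 and 95.6. Matched random lists had medians of 50% and 45%. The DMSO share was thus close to the 70.9% of the oestrogen response list, while the abemaciclib share was below its 71.4%. TNF, NF-kB and AP-1 genes reached percentiles of 94.0 and 95.8, with 19 and 18 of 34 genes near a peak. TNF, KLF6, JUND and RELA led that list, and the peak at JUND, an AP-1 subunit, lay on its own TSS. Interferon genes lay at percentiles of 5.11 and 27.1, with ISG15, BST2, RIGI and IRF9 as leading members. Genes of other tissues lay at 2.26 and 4.08, with CD79A, SNAP25, GATA1 and MYH7 leading, and H3K4me3 peaks lay near 24 of these 34 genes, a percentile of 0.0200.

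**Figure D3:**
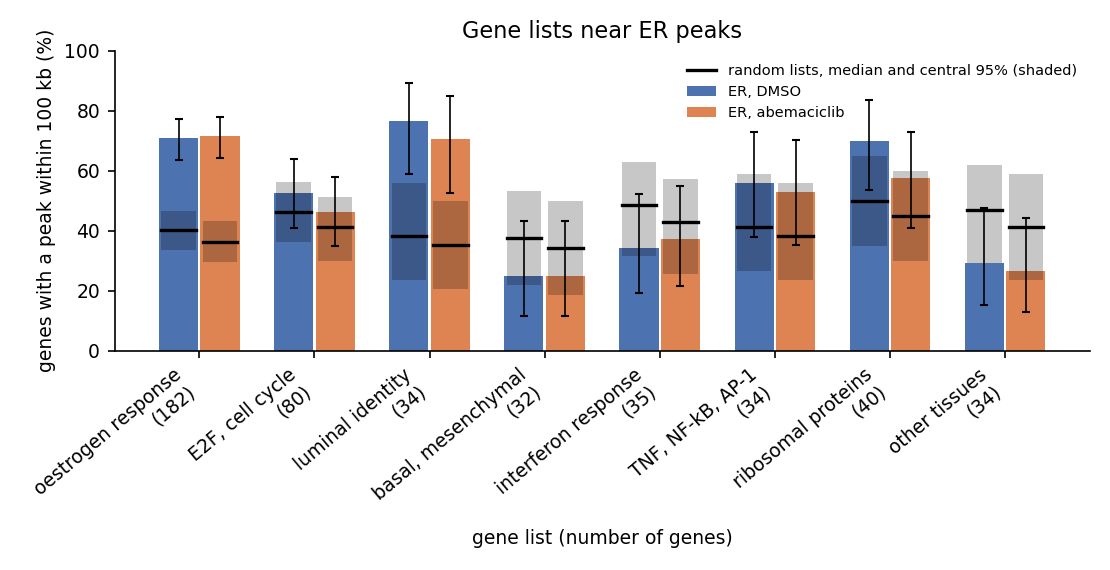
Share of each gene list with an ER peak within 100 kb of a TSS (%, vertical axis) in the DMSO and abemaciclib lists, with exact 95% binomial intervals as error bars and the number of genes under each name. Black lines and grey bands give the median and central 95% of 10000 matched random lists; the oestrogen response bars (70.9% and 71.4%) stand above their bands.

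Most of the named loci, classical ER targets among them, had peaks nearby in both lists. Of 28 named loci, 21 (75%) had a DMSO ER peak within 100 kb, 21 an abemaciclib ER peak, 19 both, and 28 an H3K4me3 peak. Matched random lists had medians of 39.3%, 35.7% and 89.3%, and 45.2% and 40.2% of all protein-coding genes lay near a DMSO and an abemaciclib ER peak. A peak lay on the TSS of TFF1, a secreted trefoil protein and standard marker of ER activity, at chromosome 21, 42366330 to 42366965, with a fold of 24.1 in the DMSO list and 23.1 in the abemaciclib list. GREB1, an ER coactivator, had 4 ER peaks in each list within its gene body on chromosome 2. The strongest of them spanned 11532211 to 11532915 in the DMSO list with a fold of 28.6 and had a fold of 34 in the abemaciclib list. A peak lay on or beside a TSS, in both lists, of FOXA1, the pioneer factor of luminal cells, of RARA, the retinoic acid receptor, and of IGF1R, a growth factor receptor. At the named loci a TSS can be that of any annotated transcript of the gene. For RARA and IGF1R it lay inside the gene. Their DMSO peaks began at 40321941 and 98890132, whereas the genes begin at 40309180 and 98648539. At SIAH2, a ubiquitin ligase, the peak began 172 bp from the TSS in the DMSO list and 123 bp in the abemaciclib list.

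Shared peaks away from the TSS lay near XBP1 (chromosome 22, 28783853 to 28784501, intron), CTSD, a lysosomal protease (chromosome 11, 1796426 to 1796983, intergenic), IGFBP4, an insulin-like growth factor binding protein (chromosome 17, 40448582 to 40448962, intron), and KRT18, a luminal keratin (chromosome 12, 52945628 to 52946412, intron). Others lay near KRT19, CA12, a carbonic anhydrase, and CCND1, the cyclin of CDK4, whose shared peak began 6631 bp from a TSS. The XBP1 and KRT18 peaks lay outside these genes, in introns of transcripts of other genes. At MYC a shared peak lay 61574 bp from a TSS in the abemaciclib list, and the DMSO list had a further, unshared peak at the promoter with a fold of 5.70. At GATA3, a luminal transcription factor, a shared peak lay 70019 bp away in the abemaciclib list, and the DMSO list had an unshared peak 61 bp from a TSS with a fold of 6.14. ESR1, which encodes ER itself, had a shared peak 20344 bp from a TSS in the DMSO list, and the abemaciclib list had an unshared peak on a TSS with a fold of 4.84. The nearest peaks of PDZK1, a scaffold protein, TFF3, a trefoil protein, and TFAP2C, a luminal transcription factor, were different peaks in the 2 lists. BCL2, a survival factor, and CCNE2, a G1 cyclin, had a peak in the DMSO list only, 47189 and 12 bp from a TSS. RET, a receptor kinase, and E2F1, the founding E2F factor, had one in the abemaciclib list only, 50400 and 33685 bp from a TSS. Neither ER list had a peak within 100 kb of PGR, NRIP1, ELOVL2, RB1 or KDM5A. At these loci, each nearest ER peak without an overlap in the other list had a fold below 7, near or below the median of its list.

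**Figure D4:**
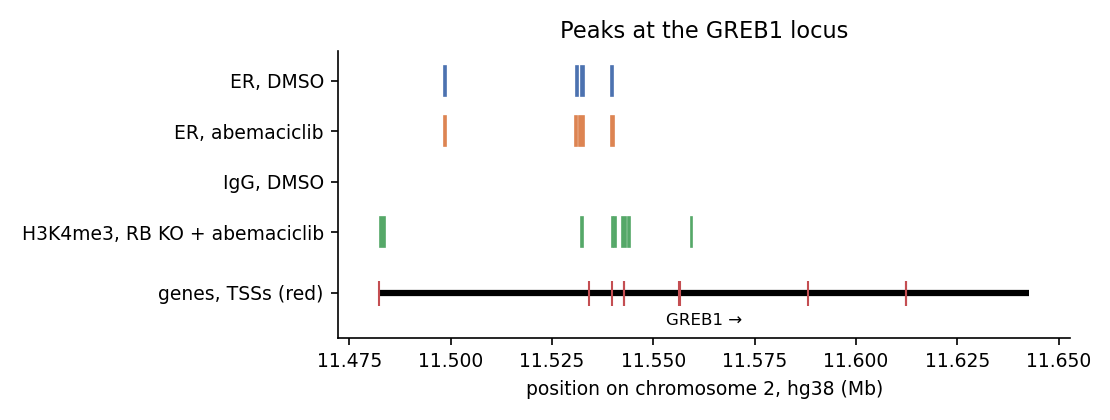
Peaks at the GREB1 locus, drawn to scale on chromosome 2 (hg38, Mb, horizontal axis), with 1 line for each list and the gene with its annotated protein-coding TSSs in red. The 4 DMSO ER peaks each have an abemaciclib counterpart, and IgG has none.

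The ERE, the palindrome bound by ER, marked a small share of summits in both ER lists, well above background. It was found at 171 of 4183 DMSO summits (4.09%, 3.51 to 4.73) and 187 of 3747 abemaciclib summits (4.99%, 4.32 to 5.74). Flanking windows gave 0.466% and 0.414%, and the consensus read backwards gave 1.08% and 1.15%. At H3K4me3 summits the share was 0.557% (0.461 to 0.667), close to their flanks at 0.529%. Non-promoter peaks carried an ERE in 7.31% (6.13 to 8.63) of cases with DMSO and 7.01% (5.93 to 8.22) with abemaciclib, against 1.77% (1.28 to 2.38) and 2.68% (1.98 to 3.55) at promoters. In the highest quintile of fold the shares were 8.48% (6.68 to 10.6) and 10.4% (8.31 to 12.8). Shared DMSO peaks had an ERE in 6.37% (5.38 to 7.49) of cases and unshared ones in 1.67% (1.16 to 2.33), while in the abemaciclib list the shares were 5.74% (4.79 to 6.81) and 3.99% (3.08 to 5.06). The level depends on the search, from 1.00% and 1.12% with no mismatch to 14.4% and 14.6% with 2 mismatches.

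For partner factors, the result depended on the background and on promoters. The AP-1 consensus lay at 5.16% (4.51 to 5.88) of DMSO and 6.83% (6.04 to 7.69) of abemaciclib summits, against 3.47% and 3.24% in the flanks and 2.10% and 2.46% backwards. The forkhead consensus bound by FOXA1 lay at 6.41% (5.68 to 7.19) and 8.86% (7.97 to 9.82), against 5.21% and 5.66% in the flanks and 4.40% and 7.31% backwards. Outside promoters it lay at 11.1% (9.69 to 12.7) and 12.6% (11.2 to 14.2), 2.03 and 2.15 times its flanks but 1.49 and 1.21 times its backward form, which was at 7.48% and 10.5% (9.16 to 11.9), so in the abemaciclib list the intervals overlapped. Unshared abemaciclib peaks carried AP-1 in 8.54% (7.21 to 10.0) of cases and unshared DMSO peaks in 4.28% (3.44 to 5.25). The unshared DMSO peaks lay more often at promoters, and outside promoters the shares were 11.2% (9.32 to 13.3) and 6.99% (5.30 to 9.03). GATA matches at DMSO summits (6.98%, 6.23 to 7.80) were below their flanks at 8.53% and above their backward form at 3.85%. At abemaciclib summits they were at 10.2% (9.24 to 11.2), with flanks at 9.07% and the backward form at 5.66%. Outside promoters, GATA was above both backgrounds, at 11.5% (10.1 to 13.1) with DMSO, with flanks at 8.33% and the backward form at 4.79%, and at 14.3% (12.8 to 15.9) with abemaciclib, with 9.64% and 6.96%.

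The TFAP2 consensus was at 15.6% and 10.6% of summits, against 5.99% and 4.44% in the flanks and 10.3% and 6.0% backwards, and H3K4me3 summits had it in 21.2%. Outside promoters it lay at 9.65% (8.30 to 11.1) and 6.41% (5.38 to 7.58), against 5.96% and 4.06% in the flanks and 1.77% and 1.05% backwards. CTCF reached 3.08% and 2.88%, against 1.66% and 1.36% in the flanks and 0.861% and 0.774% backwards. Outside promoters, TFAP2 and CTCF stood further above their backward forms (5.45 and 6.0 times with DMSO, 6.10 and 5.78 with abemaciclib) than the ERE did (4.13 and 4.24), while against the flanks TFAP2 (1.62 and 1.58 times) and CTCF (2.14 and 2.04 times) stood far below the ERE (15.1 and 14 times). The backward form keeps the bases of a consensus but not its CpG pairs (C followed by G). Read backwards, the GRHL2 consensus loses its CpG, whereas those of TFAP2 and CTCF gain CpGs. For these factors the backward form is therefore no matched background. GRHL2 and E2F gave opposite answers with the 2 backgrounds. At DMSO summits they were at 4.85% and 1.86%, above their flanks (2.19% and 0.383%) and below their backward forms (9.01% and 2.44%). At abemaciclib summits they were at 4.30% and 1.36%, against 2.24% and 0.440% in the flanks and 10.2% and 2.19% backwards.

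**Figure D5:**
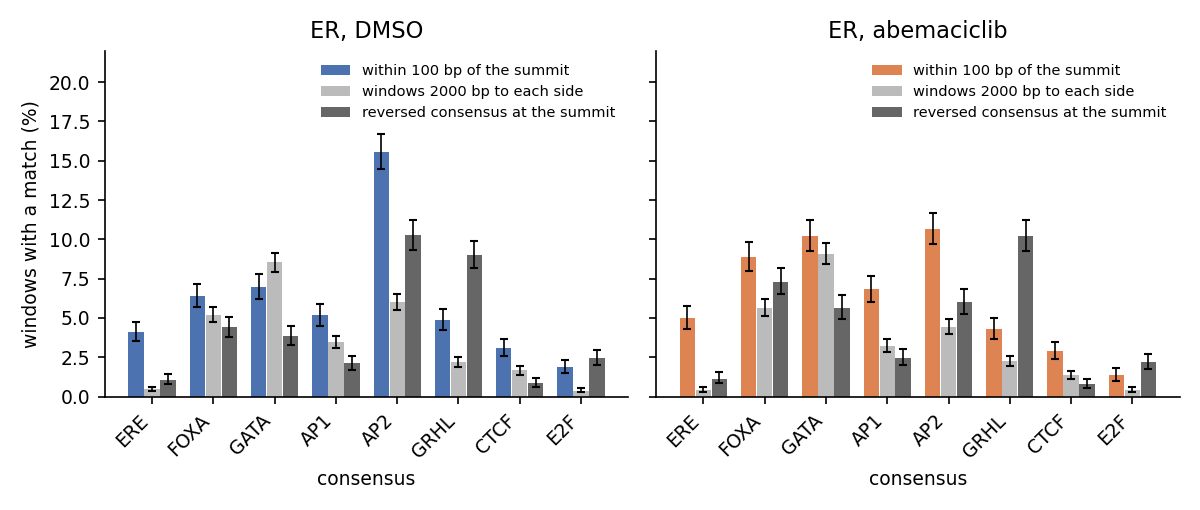
Share of windows with a match (%, vertical axis) to 8 consensus sequences in the DMSO and abemaciclib ER lists. Coloured bars are windows within 100 bp of the summit, light bars windows 2000 bp to each side and dark bars the consensus read backwards, with exact 95% binomial intervals; for the ERE the coloured bars stand at 4.09% and 4.99%.

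ER peaks often lay over H3K4me3. H3K4me3 peaks covered 2579 of 4183 DMSO peaks (61.7%, 60.2 to 63.1) and 1978 of 3747 abemaciclib peaks (52.8%, 51.2 to 54.4), where random placement gave 1.27% and 1.28%. Among shared peaks the shares were 63.3% and 63.1%, and among unshared peaks 59.9% (57.7 to 62) with DMSO and 39.1% (36.7 to 41.5) with abemaciclib. IgG peaks overlapped 3 DMSO peaks (0.0717%, 0.0148 to 0.209) and 1 abemaciclib peak (0.0267%, 0.000676 to 0.149), and 0 shared peaks, shares that the 38 IgG peaks keep low whatever their position. ER peaks were also called with IgG reads as control, which disfavours calls where IgG signal is high. The low overlap is therefore no independent check. Seen from the IgG list, 3 of 38 peaks (7.89%, 1.66 to 21.4) lay over a DMSO ER peak, 1 (2.63%, 0.0666 to 13.8) over an abemaciclib ER peak and 14 (36.8%, 21.8 to 54) over an H3K4me3 peak. The highest of 100 random placements gave 5.26%, 5.26% and 7.89%. Because the H3K4me3 library came from RB knockout cells on abemaciclib, these overlaps locate active promoters and say nothing of the knockout. H3K4me3 peaks are wider than ER peaks, and with a reciprocal overlap of 50% the shares were 8.44% and 11%.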

Values the study reported

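The study stated that its CUT&RUN libraries yielded 5 to 10 M (mega) clusters each. The study reported 3,878 sites outside promoters in MCF7 cells where Rb occupancy increased with abemaciclib. At such sites it saw no substantial change of ER occupancy with the drug. Of 345 transcriptional hubs associated with Rb, it counted 188 (54%) that also held nodes bound by ER in CUT&RUN. The hubs came from earlier chromatin contact data with a longer treatment than the CUT&RUN, which the study names as a limitation.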

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

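Of 90 alternatives to 18 results, 53 stayed within 1.5 times the count or within the 95% interval, and 37 moved; the cause was not tested except where the setting itself fixes it. With 1 library per group, no library could be left out. No paired analysis was possible because each group has 1 library and no test was run. Depth, known only as a range common to the libraries, limits which weak peaks could be called. The IgG list had 311 peaks with other contigs included. The shared share of DMSO and abemaciclib peaks was 41.8% and 46.6% with a reciprocal overlap of 50%, 35.0% and 39.1% with summits within 100 bp, 61.1% and 60.8% for peaks of q at most 0.001, and 55.5% and 55.4% at equal numbers. With both lists at q of at most 0.001 the DMSO share was 57.4%, while the abemaciclib share stayed at 56.9%. Promoter shares with protein-coding TSSs alone were 50.9% (DMSO), 39.2% (abemaciclib), 10.5% (IgG) and 65.5% (H3K4me3). The abemaciclib share in the highest quintile of fold was 43.3%, a setting chosen after seeing the data, and the H3K4me3 share by summit 68.0%. In each of the 7 settings run, the DMSO promoter share stayed above the abemaciclib one. The ratio of the oestrogen-response list to random lists for DMSO and abemaciclib was 2.45 and 3.09 within 10 kb, 2.85 and 3.10 by nearest TSS, and 2.97 and 2.91 for non-promoter peaks; for DMSO it was 1.57 without matching. None of 10000 random lists reached the list's share in any of these settings. The ERE share was 1.84% and 1.84% within 50 bp, 7.03% and 9.69% within 200 bp, 1.00% and 1.12% with no mismatch, 14.4% and 14.6% with 2 mismatches, and 7.31% and 7.01% outside promoters. Over H3K4me3, a reciprocal overlap of 50% gave 8.44% and 11%, and the DMSO share was 64% at q of at most 0.001 and 63.2% in the highest quintile, the latter chosen after seeing the data.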

Other observations

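Apart from sharing by quintile of fold, itself set beforehand but weighed here afterwards, the tests in this part and the features named in it were chosen only after the result or closely related values had been seen. The promoter peaks of both ER lists carried elements of general promoters, found from words over-represented at their summits. The CCAAT box bound by NF-Y (CCAATSR) lay within 100 bp of the summit in 19.3% (17.7 to 20.9) of DMSO and 16.8% (15.1 to 18.6) of abemaciclib promoter peaks, with flanks at 5.27% and 5.05%. In the highest quintile of fold these shares were 26.2% (22.3 to 30.3) and 24.9% (20.3 to 30.0), and in the lowest 14.3% (11.3 to 17.9) and 14.1% (10.7 to 18.0). The element TCGCGAGA, the core of a palindrome of housekeeping promoters, lay at 6.28% (4.27 to 8.84) of DMSO promoter peaks in the highest quintile and 1.55% (0.623 to 3.16) in the lowest. In the abemaciclib list it lay at 4.00% (2.15 to 6.74) and 0.532% (0.0645 to 1.91). The flanks of these 4 sets had 0%. Read backwards, the element lay at 0.837% and 1.32% in the DMSO list and at 0% and 1.33% in the abemaciclib list. In the lowest quintiles it was therefore not clearly above its backward form. At H3K4me3 promoter summits the CCAAT box was at 3.12% and the TCGCGAGA element at 0.174%. Where those summits lie relative to the open part of the promoter was not measured, so these shares are no matched background. At non-promoter ER peaks the element was found at 1 of 1752 DMSO and 1 of 1996 abemaciclib summits.

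Of the 38 IgG peaks on main chromosomes, 12 lay on chromosome 20 and 11 on chromosome 17, which together make up 4.78% of those chromosomes' length. Families of related sequence held 4.02% of DMSO and 3.55% of abemaciclib ER peaks. The largest had 105 peaks on 21 chromosomes, with an ERE in 8 of them. Of these peaks 36 were shared, 43 were in the DMSO list only and 26 in the abemaciclib list only. What sequence it lay on was not examined. A family of 15 ER peaks on related sequence, spread over 10 chromosomes, carried an ERE in 9 of its members. In this family 7 peaks were shared, 2 were in the DMSO list only and 6 in the abemaciclib list only.

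Many peaks of each ER list had no overlapping peak in the other. A candidate explanation is weak peaks near the calling threshold, since 92.1% (90.1 to 93.8) of DMSO peaks and 91.5% of abemaciclib peaks in the highest quintile were shared. In the middle quintile 43.3% and 50.3% were. With both lists at q of at most 0.001, 57.4% and 56.9% were shared, beside 51.4% and 57.2% at the main threshold. That cut kept 3268 of 4183 DMSO peaks and 3282 of 3747 abemaciclib peaks. With only the list being counted held to that q-value, 61.1% and 60.8% were shared. Many peaks with q of at most 0.001 were thus still unshared. Because that cut kept most peaks of each list, it cannot decide how many unshared peaks nearness to the threshold accounts for. Among peaks of the 2 highest quintiles, those of the DMSO list alone carried an ERE in 1.83% (0.676 to 3.95) of cases, with flanks at 0.306%. Shared peaks of the same quintiles carried one in 7.28% (5.95 to 8.79). Outside promoters the intervals overlapped, at 5.15% (1.69 to 11.6) and 12.7% (10.1 to 15.6). ERE-bearing sites, as found by this search, were thus a small part of the DMSO-only peaks. The 2 sets were not matched on fold, since 92.1% of the highest quintile but 68.8% of the fourth was shared. EREs were also more frequent in the highest quintile (8.48%) than in the whole DMSO list (4.09%). Whether ERE-bearing sites were lost with the drug therefore stays open. Peaks of the abemaciclib list alone carried one in 8.76% (5.95 to 12.3) of cases, beside 7.71% (6.24 to 9.39) in shared peaks and 0.755% in the flanks, which is consistent with true ER sites among them. Whether these sites may be bound more with abemaciclib, or were missed in the DMSO library by its depth, stays open, because each condition has 1 library whose own depth is not given.

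The DMSO list lay at promoters more often than the abemaciclib list. A candidate explanation is a difference in GC content bias between the libraries. Median GC content was compared among peaks found in 1 list only, outside promoters and outside H3K4me3 peaks. It was 52.7% in the DMSO list and 44.8% in the abemaciclib list, a difference of 7.96 points (6.97 to 9.45, bootstrap interval over peaks). Shared peaks of the same kind had 46.3% in each list. The shift was thus not confined to annotated promoters or marked sites. The H3K4me3 list came from RB knockout cells on abemaciclib, so unannotated promoters active with DMSO alone could remain in the set. Promoter peaks of the DMSO list alone carried an ERE in 0.952% (0.493 to 1.66) of cases, below shared promoter peaks at 2.65%. Sites with an ERE, as found by this search, were thus a small part of these peaks. The 2 sets were not matched on fold, and over the whole DMSO list unshared peaks were weaker (median fold 5.02 against 7.50). The lower ERE share therefore cannot decide whether ERE-bearing promoter sites were lost with abemaciclib. An effect of the drug on promoters without an ERE was not tested and stays open.

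A family of 70 ER peaks on 19 chromosomes lay on similar sequence, with a median identity of 95.3% to the closest other member (lowest 81.5%), that resembles, by general knowledge and with no repeat annotation used here, the promoter of LINE-1 transposable elements. It held 36 DMSO-only, 21 abemaciclib-only and 13 shared peaks. H3K4me3 peaks covered 88.6% (78.7 to 94.9) of them; outside promoters they covered 46 of 54 (85.2%, 72.9 to 93.4), against 25.4% (23.8 to 27.1) of other ER peaks outside promoters, which is consistent with an active promoter within the repeat, although reads shared among copies could add to it. Reads spread over similar copies would lower sharing between lists. In the family 26.5% (14.9 to 41.1) of DMSO peaks were shared, beside 40.5% of other peaks of the same quintiles, and 38.2% (22.2 to 56.4) of abemaciclib peaks beside 46.9%, so with these few peaks this explanation cannot be told apart from chance, and no effect of treatment on the family was tested.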
